A study of Mus musculus with 16 samples. Its data were reported in "Epigenetic traits inscribed in chromatin accessibility in aged hematopoietic stem cells" (2022).

How the data were processed

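Hematopoietic stem cells (HSCs), the bone marrow cells from which all blood cells derive, were compared between young mice (10 weeks) and aged mice (20 months). Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was performed for 3 histone marks. H3K4me3 is found at active promoters. H3K27me3 and H2AK119ub1 are deposited by the Polycomb repressive complexes. The labels list 16 libraries in 8 groups, with 2 libraries for each mark and age and 2 input libraries for each age. The peaks analysed here came as 1 list per mark and age, deposited by the authors as pooled, so 6 lists were used. The peak names of the H3K4me3 lists carry a pair of library numbers, whereas those of the broad lists carry a single number and repeat the name of the mark without one, so it is not certain that both replicates entered each broad list. Lists of single replicates were not analysed here, so the spread between replicates could not be measured and no difference between the ages was tested.

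The authors cross-linked the cells, fragmented chromatin with micrococcal nuclease and sonication, and aligned single reads to the mouse genome (build mm10) with Bowtie2. The study's description of ChIP-seq does not name the peak caller, although MACS2 is among its software and is named for other assays. The layout of the lists is that of MACS narrow peaks for H3K4me3 and of MACS broad regions for H3K27me3 and H2AK119ub1. The deposited lists give, for each peak, its fold enrichment over background as a linear ratio. They also give the −log10 of the p-value and the −log10 of the q-value (the p-value adjusted for multiple testing), as the authors' peak caller wrote them. These values belong to single peaks of a pooled list and were used only to describe, rank and filter peaks within a list, and to recover the background under the peaks. For a broad region they are averages over the region. Reads aligned to several places, duplicated reads and the threshold of the caller all affect which peaks are listed. Pooling replicates also lets a strong peak of a single library enter a list.

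Peaks on chromosomes 1 to 19, X and Y were analysed. The few peaks on unplaced or unlocalized scaffolds were set aside. Peaks were compared by overlap of at least 1 bp, computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and the numbers of shared peaks were checked against bedtools 2.31.1, which gave the same counts. A peak was called shared when it overlapped a peak in the list of the same mark from the other age, and young-only or aged-only otherwise. Shares of peaks are given with Wilson 95% confidence intervals. Neighbouring peaks are not independent, and these intervals cover counting error over peaks only, not the difference between animals or libraries. Each overlap was set beside 1000 circular shifts, in which 1 list was moved by a random distance within each chromosome, leaving out the first 3 Mb, which are unsequenced. The shifts describe what random placement would give and are not a test of age.

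Genes and start sites were taken from the GENCODE M21 annotation of the mm10 assembly. A promoter was defined as 1 kb on either side of a start site of a protein-coding transcript, and a gene carried a mark when a peak overlapped any of its promoters by at least 1 bp. In all, 21851 protein-coding genes with 41438 start sites were used. Base composition was read from the mm10 sequence with pysam 0.24.0 and samtools 1.23.1. CpG content is given as the number of CpG dinucleotides observed over the number expected from the C and G bases of the peak. Medians are given with 95% intervals from order statistics. Regions with higher accessibility in aged HSCs (open differentially accessible regions, open DARs) and their classes were taken as the study lists them, as positions only. Plots were drawn with matplotlib 3.10.9.

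Sequencing depth is not part of a peak list. For H3K4me3 it was recovered in part. In MACS narrow peaks, the fold enrichment is (pileup + 1) / (background + 1) and the p-value is the Poisson probability of a higher pileup, so both numbers follow from the fold and the p-value. A whole number of reads was found for 100% of the peaks in both H3K4me3 lists. In MACS the lowest background in a list is the genome-wide number of reads covering a base. For the broad lists, whose values are averages, an approximate background was computed in the same way from regions with a fold enrichment from 3.6 to 4.0. The overlap code and the recovery were tested on simulated data. A true overlap of 37.05% among 20000 intervals was returned exactly, and the pileup was recovered for 100% of 2000 simulated peaks.

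The comparisons, the alternatives and the rule for the peaks and genes named here were chosen before the data were examined. In each list, the 2 highest-ranked peaks were named, with the 2 highest-ranked among those that had no overlap in the other age. Ranks followed the −log10 q-value for H3K4me3 and the width for the broad marks. A pair of the aged H2AK119ub1 regions chosen by this rule is not reported here. The genes named were 8 genes that the study discusses, some of them in aged multipotent progenitors and not in HSCs, a pair of genes active in most cells, and 6 known Polycomb targets. The alternatives were the upper 50% of each list by −log10 q-value, peaks with a −log10 q-value of at least 4, the same number of top peaks in both ages, autosomes only, peaks within 1 kb joined, an overlap of at least 50% of a peak or region, open DARs widened by 1 kb on each side, and promoters from 1 kb upstream to 100 bp downstream or 2.5 kb on either side. A further alternative, the same −log10 p-value threshold for both ages, was chosen after seeing the data, as was the description of chromosome X.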

Results

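ChIP-seq for H3K4me3, H3K27me3 and H2AK119ub1 was performed on HSCs of young mice (10 weeks) and aged mice (20 months), with 2 libraries per mark and age and 2 input libraries per age. The question was how these marks are distributed in young and aged HSCs. Pooled peak calls gave 1 list per mark and age. There are thus no replicate values, and every difference between the ages below is a difference between 2 lists, without a test. In the H3K4me3 lists, the lowest background under a peak, which stands for the reads covering a base genome-wide, was 3.70 reads in young HSCs and 3.52 reads in aged HSCs. The median pileup at the summit was 20 reads in young and 19 reads in aged HSCs. In the broad lists, the approximate background was 3.43 reads for young H3K27me3, 3.44 reads for aged H3K27me3, 3.63 reads for young H2AK119ub1 and 3.44 reads for aged H2AK119ub1. These values were similar between the ages for each mark.

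The number of H3K4me3 peaks was 11371 in young HSCs and 6723 in aged HSCs, a ratio of aged to young of 0.591. The young peaks covered 3.90 Mb and the aged peaks 2.06 Mb (ratio 0.529). H3K27me3 was listed at 63142 regions in young HSCs and at 20419 regions in aged HSCs (ratio 0.323), covering 41.0 Mb and 10.0 Mb (ratio 0.244). For H2AK119ub1 the direction was opposite. The young list held 2593 regions covering 0.958 Mb and the aged list 17768 regions covering 7.50 Mb, so that aged HSCs had 6.85 times as many regions and 7.83 times the covered length. Median peak widths were 296 bp and 270 bp for H3K4me3, 397 bp and 363 bp for H3K27me3, and 318 bp and 324 bp for H2AK119ub1 in young and aged HSCs, respectively. The widest H3K27me3 region measured 33297 bp in the young list and 7306 bp in the aged list, and 2787 young regions against 283 aged regions were wider than 2 kb.

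**Figure D1:**
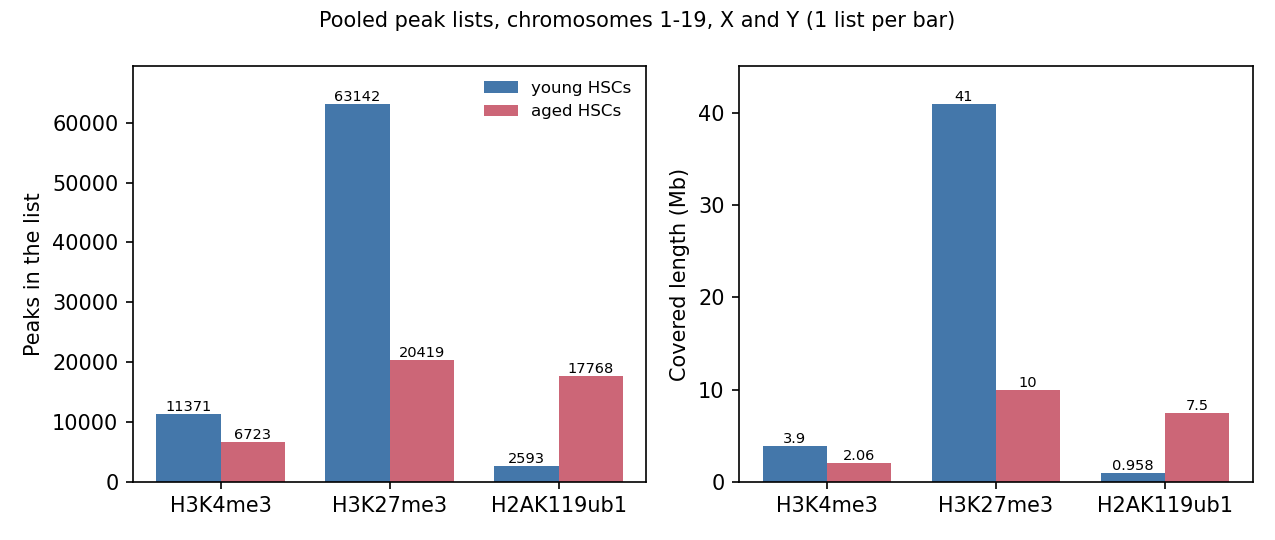
Number of peaks (left) and length covered by peaks in Mb (right) for each mark in young and aged HSCs. Each bar is 1 pooled list, so there is no error bar. H3K4me3 and H3K27me3 were lower in aged HSCs (6723 and 20419 peaks) than in young HSCs (11371 and 63142 peaks), whereas H2AK119ub1 rose from 2593 to 17768 peaks.

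The enrichment of the listed peaks was modest and alike between the ages. The authors' mean fold enrichment was 4.12 in the young and 4.21 in the aged H3K4me3 list, 3.16 and 3.18 in the H3K27me3 lists, and 3.27 and 3.29 in the H2AK119ub1 lists. The mean −log10 q-value was 4.90 and 4.52 for H3K4me3, 2.15 and 1.74 for H3K27me3, and 1.88 and 1.86 for H2AK119ub1. The strongest H3K4me3 enrichment was 8.08-fold in young HSCs. The stricter threshold, a −log10 q-value of at least 4, moved the ratio of the broad marks most, leaving 1601 young and 39 aged H3K27me3 regions (ratio 0.0244) and 5 young and 128 aged H2AK119ub1 regions (ratio 25.6). The ratio of H3K4me3 moved most when peaks within 1 kb were joined, to 0.664. The direction of all 3 marks was the same under both alternatives.

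The next comparison asked how far the young and aged lists of a mark occupy the same positions. Of the young H3K4me3 peaks, 31.5% (95% confidence interval 30.7 to 32.4) overlapped an aged peak, and 53.1% (51.9 to 54.3) of the aged peaks overlapped a young peak. Random placement gave 0.180% and 0.305%. For H3K27me3 the shares were 15.4% (15.1 to 15.7) of young and 66.0% (65.4 to 66.7) of aged regions, against 1.06% and 3.39% at random. For H2AK119ub1 they were 50.9% (49.0 to 52.9) of young and 7.07% (6.71 to 7.46) of aged regions, against 0.611% and 0.0886%. None of the 1000 shifts reached the observed share in any of the 6 comparisons. The shorter list of each mark was thus shared to a larger part than the longer list. At a −log10 q-value of at least 4, 30.8% of the aged H3K27me3 regions and none of the 5 young H2AK119ub1 regions were shared. With the same number of peaks in both ages, the aged H3K4me3 share was 36.4%. These alternatives moved the shares of those 3 lists most.

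**Figure D2:**
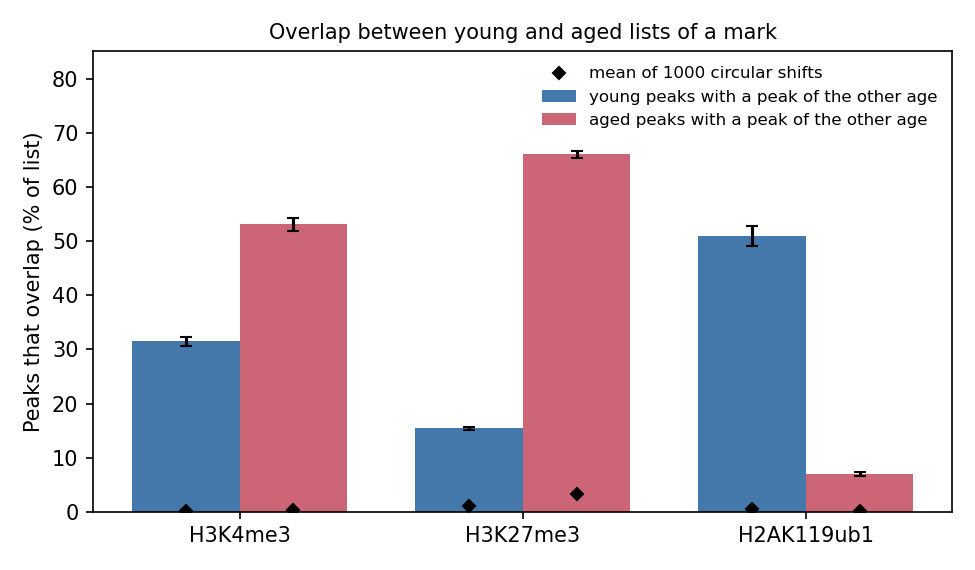
Share of peaks (%) that overlap a peak of the same mark in the other age by at least 1 bp. Bars are single pooled lists, error bars are Wilson 95% intervals over peaks, and diamonds are the mean of 1000 circular shifts. All 6 shares, from 7.07% to 66.0%, lay above random placement.

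In young HSCs the H3K4me3 peaks ranked highest were at chromosome 8, 122443681 to 122444352, 259 bp from a start site of Mvd and within an intron of the readthrough gene Gm20388, and at chromosome 9, 110476256 to 110476946, over a start site of Klhl18 (UTR and coding exon). Both had 8.08-fold enrichment and both were shared. The young-only peaks ranked highest were at chromosome 15, 12320782 to 12321314 (7.62-fold), intergenic and 136 bp from Golph3, and at chromosome 11, 113172636 to 113172996 (7.46-fold), over an exon of the long noncoding RNA gene 2610035D17Rik and 390412 bp from the nearest protein-coding start site. In aged HSCs the first peak was at chromosome 11, 59839439 to 59839763 (7.52-fold), over UTR and coding exon of Cops3 and an exon of Nt5m. The second was also the first among the aged-only peaks, at chromosome 4, 133011555 to 133012051 (7.07-fold), over an exon of Ahdc1 and 49 bp from a start site. The next aged-only peak was at chromosome 11, 69037185 to 69037443 (6.85-fold), intergenic and 8204 bp from a start site of Aurkb.

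For the Polycomb marks the widest regions were located. Young H3K27me3 was widest over the Hoxc cluster at chromosome 15, 102946036 to 102979332 (33297 bp), spanning Hoxc11, Hoxc10, the noncoding gene Hotair and part of Hoxc9, and over Hand2 at chromosome 8, 57309997 to 57342352 (32356 bp). Aged H3K27me3 was widest in an intron of Gata4 at chromosome 14, 63246519 to 63253824 (7306 bp), and in an intron of Tbx15 at chromosome 3, 99254172 to 99260148 (5977 bp). All 4 of these were shared. The widest young-only regions were at chromosome 4, 109653416 to 109660335 (6920 bp), over exons of the noncoding genes Gm12811 and 9630013D21Rik, and at chromosome 11, 81675473 to 81680260 (4788 bp), in an intron of Asic2. Aged-only regions were narrower, at most 1413 bp, at chromosome X, 38255992 to 38257404, intergenic and 3553 bp from Tmem255a, followed by 1382 bp at chromosome 2, 54436933 to 54438314, in an intron of Galnt13. Young H2AK119ub1 was widest over an exon of the noncoding gene Hottip, next to Hoxa13, at chromosome 6, 52263953 to 52265815 (1863 bp), and over coding sequence of Tbx2 at chromosome 11, 85835414 to 85837064 (1651 bp). Its widest young-only regions were in an intron of Ebf4 at chromosome 2, 130296272 to 130297766 (1495 bp), and over coding sequence of Nos3 at chromosome 5, 24367163 to 24368216 (1054 bp). Aged H2AK119ub1 was widest over Lhx9 (UTR and coding exons) at chromosome 1, 138839615 to 138844890 (5276 bp). An aged-only region of 3636 bp was at chromosome 2, 122298355 to 122301990, over UTRs and exons of Duox2 and Duoxa2.

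**Figure D3:**
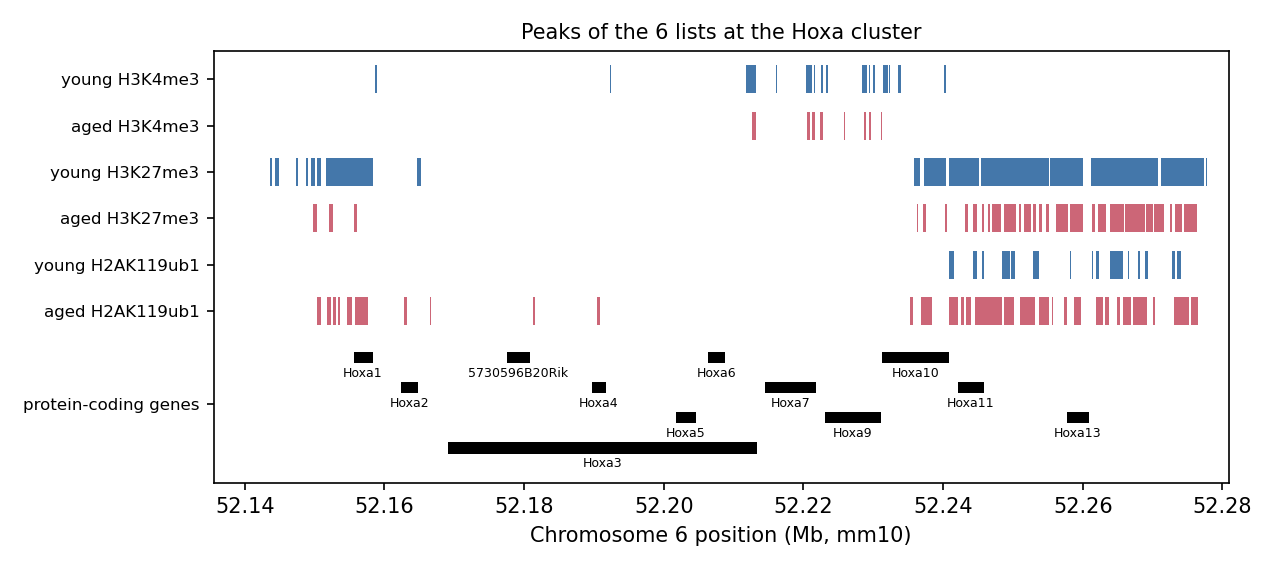
Peaks of the 6 pooled lists along chromosome 6, 52135590 to 52280880 (mm10), with the protein-coding genes of the Hoxa cluster as black bars. Blue blocks are young and red blocks aged peaks drawn to scale. H3K27me3 covered 48405 bp in 16 regions in young HSCs and 25079 bp in 28 regions in aged HSCs, while H2AK119ub1 covered 8919 bp and 29070 bp.

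Whether H3K4me3 and H3K27me3 occurred together was examined within each age. In young HSCs 7.40% (6.94 to 7.90) of the H3K4me3 peaks overlapped an H3K27me3 region, against 2.31% at random. In aged HSCs the share was 2.53% (2.18 to 2.93), against 0.579% at random. The aged share was lower, and it was 4.37 times the random value against 3.20 times in young HSCs. Random placement ignores that both marks favoured promoters. Promoters held 79.0% of young and 81.2% of aged H3K4me3 peaks, and 8.99% and 12.7% of H3K27me3 regions, against at most 2.73% at random. The excess thus does not by itself show joint marking. By genes, 646 in young and 173 in aged HSCs carried both marks at the promoter, fewer than the 1186 and 419 under independent placement. With a −log10 q-value of at least 4, which moved these shares most, they were 1.47% in young HSCs and 0% in aged HSCs, where 39 H3K27me3 regions were left.

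The Polycomb marks overlapped each other at both ages. Of the length covered by H3K27me3, H2AK119ub1 also covered 1.74% in young HSCs and 19.8% in aged HSCs, against 0.0398% and 0.302% at random. The reverse share depends on the other list. In young HSCs 74.2% (72.5 to 75.8) of H2AK119ub1 regions overlapped H3K27me3, and in aged HSCs 25.9% (25.2 to 26.5) did. Random placement gave 2.55% and 0.725%, so the observed share was 29.1 and 35.7 times the random value. Of the aged H2AK119ub1 regions, 43.1% (42.3 to 43.8) overlapped the longer young H3K27me3 list, against 2.68% at random. With the same number of top regions in both ages, the H3K27me3 length shared with H2AK119ub1 was 3.11% in young and 6.83% in aged HSCs. As a ratio, the threshold of 4 gave the largest change, to 0.0187% in young HSCs, while the aged share was 19.6%. In percentage points, the aged share with the same number of regions changed most. H3K4me3 peaks overlapped H2AK119ub1 at 0.114% (0.0668 to 0.196) in young HSCs, where 139 of the 1000 shifts gave as much, and at 5.92% (5.38 to 6.51) in aged HSCs, where the random value was 0.532%.

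The study used H3K4me3 and H3K27me3 to describe regions whose accessibility rises with age, and the 428 open DARs were set against the 6 lists. H3K4me3 peaks overlapped 13 open DARs in young and 14 in aged HSCs, with 7 in both, against 1.498 and 0.858 at random. H3K27me3 regions overlapped 28 open DARs in young HSCs and 5 in aged HSCs. Random placement gave 10.1 and 2.74, and 134 of the 1000 shifts reached the aged count. H2AK119ub1 overlapped none of the open DARs in young HSCs (upper limit of the share 0.890%) and 12 in aged HSCs, against 0.376 and 2.63 at random. The young count of 0 is thus close to random placement. With the same number of regions in both ages, the aged H2AK119ub1 count was 1. The 5 open DARs with aged H3K27me3, named after their values were seen, were closest to Lrfn5, Pcdh9, Cntn1, Gpr158 and Zfhx4. Of the 37 open DARs classed as promoters, 15 carried H3K27me3 in young HSCs (40.5%, 26.3 to 56.5) and 3 in aged HSCs (8.11%, 2.80 to 21.3). Of the 391 open DARs classed as enhancers, 13 overlapped H3K27me3 in young HSCs and 2 in aged HSCs. By the study's classes, the young overlaps were 2 active, 7 primed and 4 inactive enhancers. The aged overlaps were 1 active, 0 primed and 1 inactive enhancer. Widening each region by 1 kb on each side moved the aged H3K27me3 count most, from 5 to 21, and requiring an overlap of 50% of the region left none.

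Promoters were then classified by the marks they carried. H3K4me3 was present at the promoters of 7389 of 21851 protein-coding genes (33.8%) in young HSCs and 5089 (23.3%) in aged HSCs, with 3825 genes in both. Of the peaks themselves, 79.0% (78.3 to 79.8) of young and 81.2% (80.3 to 82.1) of aged H3K4me3 peaks lay at promoters. H3K27me3 marked 3506 genes in young and 1800 genes in aged HSCs. Of the aged H3K27me3 genes, 1710 were also marked in young HSCs and 90 were marked in aged HSCs only. H2AK119ub1 marked 417 genes in young and 3057 genes in aged HSCs, and 327 of the young genes (78.4%) were also marked in aged HSCs. A −log10 q-value of at least 4 moved the ratio of aged to young genes most for H3K27me3, from 0.513 to 0.0189. The same number of peaks in both ages moved it most for the other marks, from 0.689 to 0.996 for H3K4me3 (5112 young and 5089 aged genes) and from 7.33 to 1.53 for H2AK119ub1 (417 young and 637 aged genes).

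**Figure D4:**
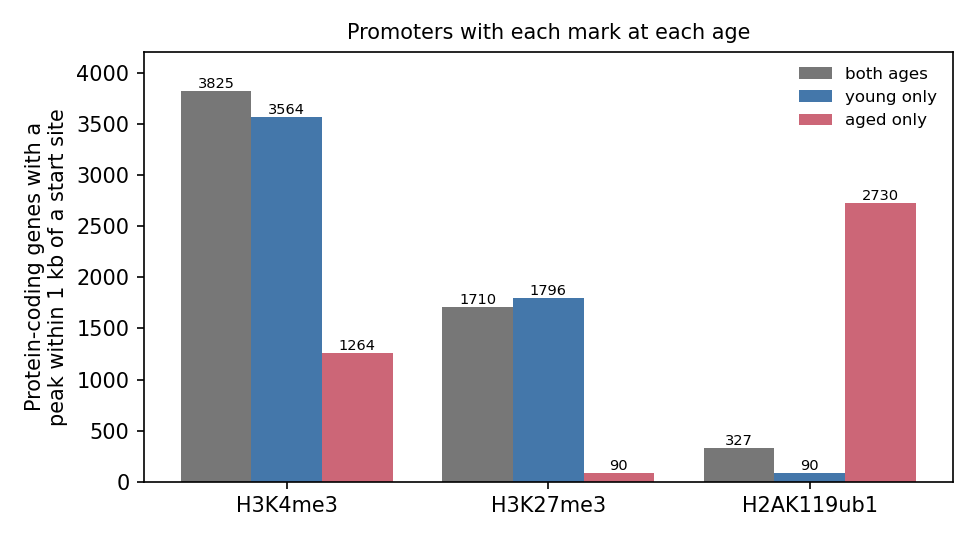
Number of protein-coding genes with a peak within 1 kb of a start site, for each mark, in both ages, in young HSCs only and in aged HSCs only. For H3K27me3, 1796 genes were marked only in young HSCs and 90 only in aged HSCs, and for H2AK119ub1 the numbers were 90 and 2730.

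Genes with both H3K4me3 and H3K27me3 at the promoter numbered 646 in young HSCs and 173 in aged HSCs. With the same number of peaks in both ages the young number was 265 and the aged number 173, and a −log10 q-value of at least 4 changed them most, to 67 and 1. If the marks were placed on genes independently, 1186 and 419 genes would carry both. Of the 646 genes, 106 carried both marks in aged HSCs as well, 115 carried only H3K4me3, 214 only H3K27me3 and 211 neither. Among genes with H2AK119ub1, 86.3% carried H3K27me3 in young HSCs and 35.7% in aged HSCs, against 16.0% and 8.24% of all genes. H3K4me3 was present at 21.1% of the young and 22.6% of the aged H2AK119ub1 genes, whereas 33.8% and 23.3% of all genes carried it.

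Among the 16 genes chosen in advance, H3K4me3 was present at 9 in young and 5 in aged HSCs. With the same number of peaks in both ages it was present at 4 in young and 5 in aged HSCs, so the direction depended on the lengths of the lists. Actb (chromosome 5, 142903115 to 142906754), Jun, Runx2 and Gata6 carried it at both ages. Stat3, Lmo2, Notch1, Gapdh and Pax6 carried it in young HSCs only. For Hoxa9 (chromosome 6, 52223100 to 52231089) it was found within 1 kb of a protein-coding start site only in aged HSCs, although young peaks lay elsewhere in the gene. No peak of any list lay at the promoters of Selp (chromosome 1, 164115264 to 164150026) or Clu (chromosome 14, 65968483 to 65981547). H3K27me3 was present at Hoxd13, Pax6, Gata4, Gata6 and Cdkn2a at both ages, and at Irf5 (chromosome 6, 29526625 to 29541871) in young HSCs only. H2AK119ub1 was present at Hoxd13, Gata6 and Cdkn2a at both ages and at Pax6, Gata4, Irf5 and Notch1 in aged HSCs only. Gapdh, an active gene in most cells, was without an H3K4me3 peak in the aged list, so absence from a list does not show absence of the mark.

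Base composition differed between marks more than between ages. The median GC share of H3K4me3 peaks was 54.9% (54.7 to 55.2) in young-only and 57.6% (57.2 to 58.1) in aged-only peaks. Shared H3K4me3 peaks lay between these values, at 55.6% in the young and 56.6% in the aged list. For H3K27me3 it was 44.7% in young-only, 43.3% in aged-only and 46.9% in shared regions of either list. For H2AK119ub1 it was 49.8% in young-only, 50.7% in aged-only and 50.6% and 50.7% in shared young and aged regions. The ratio of observed to expected CpG dinucleotides was 0.595 in young-only and 0.610 in aged-only H3K4me3 peaks, and 0.168 and 0.152 in the corresponding H3K27me3 regions. With the same number of peaks in both ages, the largest shift was in aged-only H2AK119ub1, to 51.6%.

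The distribution over chromosomes set H3K27me3 apart. Chromosome X makes up 6.28% of the assembled length of chromosomes 1 to 19, X and Y. It held 19.8% (19.5 to 20.1) of the young and 22.0% (21.4 to 22.6) of the aged H3K27me3 regions. H2AK119ub1 had 2.24% (1.73 to 2.88) of its young and 5.47% (5.15 to 5.81) of its aged regions on X. H3K4me3 had 0.809% (0.660 to 0.991) of its young and 0.550% (0.400 to 0.758) of its aged peaks there. Among aged-only H3K27me3 regions, 45.8% were on X. H3K27me3 covered 3.38% of the 100 kb windows of X in young HSCs and 0.982% in aged HSCs, above the most covered autosome (2.71% and 0.579%). Leaving out X raised the share of aged H3K27me3 regions found in young HSCs from 66.0% to 76.4%.

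**Figure D5:**
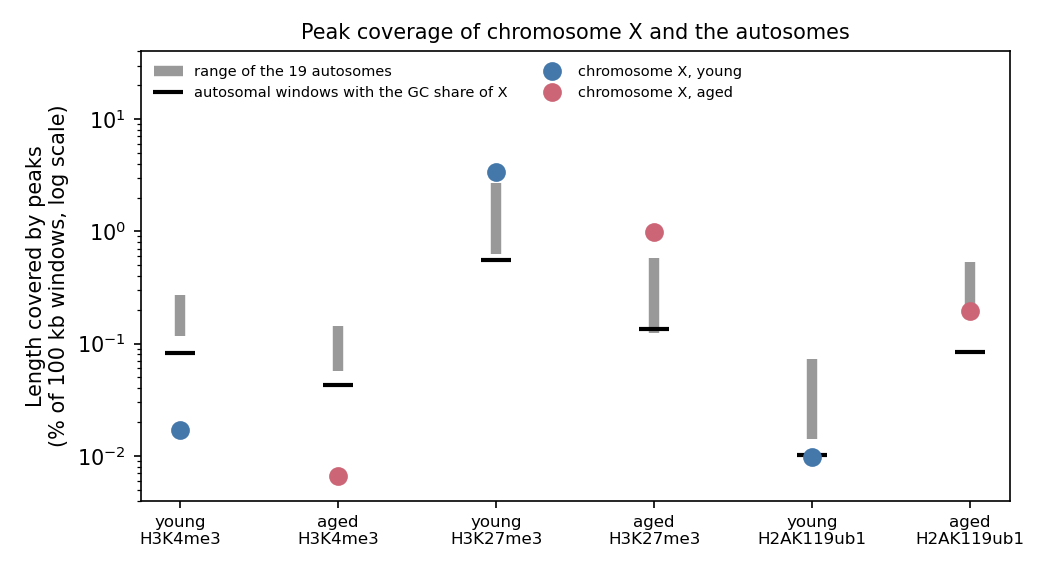
Length covered by peaks, as a percentage of 100 kb windows on a log axis, for chromosome X (circles), the range of the 19 autosomes (grey bars) and autosomal windows with the GC share of X (black lines), in each pooled list. H3K27me3 covered X more than any autosome at both ages (3.38% young and 0.982% aged), and H3K4me3 covered it less than any autosome (0.0170% and 0.00664%).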

Values the study reported

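In its accessibility comparison of aged with young HSCs, the study reported 428 regions that were more open and 119 that were less open at a q-value under 0.01. The more open regions outside promoters were sorted into active, primed and inactive enhancers. The study reported that none was assigned to poised enhancers carrying H3K27me3.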

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

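The tests in this part were chosen after the result was seen. The young H3K4me3 list held 6 peaks on scaffolds that are not placed in the chromosomes, which no comparison above used and which is more than the 3 that a count of 0 would allow. The aged H3K4me3 list held 1 such peak. Of the 6 peaks, 4 lay on 2 unplaced scaffolds (3 on GL456239 and 1 on GL456383) and 2 on an unlocalized scaffold of chromosome X (GL456233). Reads shared between copies of a repeated sequence raise both the ChIP signal and the background from the input. On the unplaced scaffolds, the recovered background lay between 6.73 and 18.2 reads, and at most 3.59% of all young H3K4me3 peaks had a background as high as any of these 4, so a repeated sequence may explain them. The enrichment of these 4 peaks was below the list's mean of 4.12-fold, from 1.98-fold at the highest background to 3.62-fold on GL456383. The GL456383 peak was not weak by its −log10 q-value, which was 5.26 against a mean of 4.90 in the list. On the X scaffold, the background was at most 3.70 reads, the lowest level of the list, which argues against repeated sequence as the cause. These 2 peaks lay 7 bp from a start site of Vamp7 and over a start site of Tmlhe. No biological explanation was tested, since the remaining lists hold too few such peaks to compare the ages.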

How the results depend on the processing

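No paired analysis was possible because each mark and age came as 1 pooled list, so the replicate numbers of the labels could not be used and no result comes from a test. The ratio of aged to young peak numbers, covered length and marked promoters stayed on its side of 1 for all 3 marks under every alternative computed. Ratios of peak numbers ranged from 0.566 to 0.664 for H3K4me3, from 0.0244 to 0.366 for H3K27me3 and from 5.36 to 25.6 for H2AK119ub1. Ratios of promoters ranged from 0.635 to 0.996, from 0.0189 to 0.733 and from 1.53 to 20.5, in the same order. The same number of peaks in both ages fixes the ratio of peak numbers, which was left out for that alternative.

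A −log10 q-value of at least 4 leaves few broad regions, and a q-value is not the same p-value in both ages. The lowest −log10 q-value was 1.00 in young and 1.01 in aged H3K27me3, but the lowest −log10 p-value 2.86 and 3.40. For H2AK119ub1 these were 1.05 and 1.07, and 4.18 and 3.43. A common q-value may thus favour the longer list. At a common −log10 p-value, the ratios of peaks were 0.340 and 5.36. How far this explains the ratios at a −log10 q-value of at least 4 was not tested. The ratio of aged to young peaks became 0.0244 for H3K27me3 and 25.6 for H2AK119ub1, that of covered length 0.00471 and 37.2, and that of promoters 0.0189 and 20.5. Shared young and aged peaks became 23.9% and 42.5% for H3K4me3, 0.750% and 30.8% for H3K27me3, and 0% in both lists for H2AK119ub1. H3K4me3 peaks overlapping H3K27me3 became 1.47% in young and 0% in aged HSCs, and the young H3K27me3 length within H2AK119ub1 0.0187%. Open DARs fell to 6 for aged H3K4me3 and to 0 for young H3K27me3, aged H3K27me3 and aged H2AK119ub1.

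With the same number of peaks in both ages, the ratio of covered length was 0.831 for H3K4me3, 0.465 for H3K27me3 and 1.51 for H2AK119ub1, and the ratio of promoters was 0.996, 0.733 and 1.53. The difference in H3K4me3 promoters was thus nearly absent at equal peak numbers. Shared young and aged peaks were 35.6% and 36.4% for H3K4me3, 30.1% and 48.8% for H3K27me3, and 17.7% and 15.6% for H2AK119ub1. Young H3K4me3 peaks overlapping H3K27me3 were 4.66%. The H3K27me3 length within H2AK119ub1 was 3.11% in young and 6.83% in aged HSCs, and 1 open DAR was left for aged H2AK119ub1. The median GC share of H3K27me3 moved to 47.7% (young shared), 45.2% (young-only), 47.5% (aged shared) and 44.0% (aged-only), and that of H2AK119ub1 to 50.2% (young-only) and 51.6% (aged-only). The cause was not tested.

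In the upper 50% of each list by −log10 q-value, shared peaks were 21.5% (young) and 36.5% (aged) for H3K4me3, 67.4% (aged) for H3K27me3, and 39.4% (young) and 5.56% (aged) for H2AK119ub1. H3K4me3 peaks overlapping H3K27me3 were 5.00% in young and 1.43% in aged HSCs. Open DARs numbered 4 for aged H3K4me3, 2 for aged H3K27me3 and 4 for aged H2AK119ub1. The cause was not tested.

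An overlap of at least 50% of a peak is stricter by construction. It gave shared young and aged peaks of 21.5% and 43.0% for H3K4me3, 5.52% and 55.6% for H3K27me3, and 36.3% and 2.47% for H2AK119ub1. H3K4me3 peaks overlapping H3K27me3 were 6.38% and 1.92%. An overlap of at least 50% of a region left 3 open DARs for young H3K4me3, 1 for aged H3K4me3, 12 for young H3K27me3, and 0 for aged H3K27me3 and aged H2AK119ub1. Widening regions by 1 kb gave 21 for aged H3K27me3, 1 for young H2AK119ub1 and 20 for aged H2AK119ub1.

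Joining peaks within 1 kb gave shared young and aged peaks of 37.8% and 57.3% for H3K4me3, 16.1% and 60.5% for H3K27me3, and 6.63% for aged H2AK119ub1. On autosomes only, 16.7% of young and 76.4% of aged H3K27me3 regions were shared. Chromosome X held 21.04% of young-only and 45.8% of aged-only regions, against 19.8% and 22.0% of all regions, so leaving it out removed age-only regions more than shared ones. The same −log10 p-value threshold, chosen after seeing the data, gave 15.9% and 65.2% for H3K27me3 and 47.5% and 8.35% for H2AK119ub1. The cause of the shifts under joining and under that threshold was not tested.

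For the other values, counts of peaks, marked genes and named genes in single lists, 71 stayed within 1.5 times and 49 moved further. Among them, the named genes with H3K4me3, 9 in young and 5 in aged HSCs, became 4 and 5 with the same number of peaks, which reversed their order, and 4 and 1 with promoters from 1 kb upstream to 100 bp downstream. Genes with both H3K4me3 and H3K27me3 became 265 and 173 with the same number of peaks. The pooled lists limit all shares to a description of these libraries.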

Other observations

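Of the tests in this part, 6 were planned, namely the rank of age-only peaks and the joining of peaks for each mark. All others were chosen after the result was seen.

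The number of H3K4me3 peaks was lower in aged than in young HSCs. Sequencing depth does not account for this in the tables. When the young pileups and backgrounds were lowered to the aged background, 98.4% of young peaks still passed the lowest −log10 p-value of the aged list, whereas the aged list held 59.1% as many peaks as the young list. A broken-up signal was tested by joining peaks within 1 kb. The ratio of aged to young regions became 0.664, which accounts for a small part at most. The ratio rose with GC share from 0.434 to 0.730 over 4 groups of peaks of equal size and stayed under 1. Composition may thus contribute. The groups hold only peaks that were called, so they cannot exclude a GC bias. Enrichment of the immunoprecipitation remains open. Of the young-only peaks, 46.2% lay in the upper 50% of the young list by −log10 q-value. This share is below 50% but far from the 26.99% that would be the lowest possible, and it cannot be told apart from a biological difference, because each age has a single pooled list. Age itself also stays open and untested.

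For H3K27me3, which was lower in aged HSCs, the approximate background was 1.00 times as high in the aged as in the young list, which argues against depth. Joining regions within 1 kb left a ratio of 0.366, so broken-up regions do not explain the pattern as a whole. The ratio nearest to 1 among the 4 groups by GC share was 0.395. These groups, too, hold only called regions and cannot exclude a GC bias. For H2AK119ub1, which was higher in aged HSCs, the aged background was 0.949 times the young, and the ratio was 6.15 after joining and at least 6.39 in each group by GC share. A difference between the young and aged inputs would be shared by all marks of an age. H2AK119ub1 rose 6.85 times while the other marks fell, so the inputs alone cannot explain all changes. A part of the inputs in the change of a single mark was not excluded. An exchange of the aged H3K27me3 and H2AK119ub1 libraries would bring the chromosome X share of H3K27me3 into the list called aged H2AK119ub1, but 5.47% of its regions were on X, against 19.8% for young H3K27me3. What stays open is such a part of the inputs, a GC bias, the efficiency of each immunoprecipitation and a biological effect of age. Of the age-only regions of the longer list, 45.0% for H3K27me3 and 48.0% for H2AK119ub1 lay in its upper 50%. Since age-only regions make up 84.6% and 92.9% of these lists, the test could not have given less than 40.9% and 46.2%, so enrichment and age cannot be told apart here.

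Several of the strongest H3K4me3 peaks of 1 age were missing from the other. Among the strongest 10% of the aged list (673 peaks), 63.9% overlapped a young peak and 79.5% had one within 1 kb. For the strongest 10% of the young list (1138 peaks) the shares were 46.7% and 61.6%. The aged peak at Ahdc1, second of its list, is one of those without overlap.

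Promoters that carried H3K27me3 only in young HSCs were examined for H2AK119ub1, under the hypothesis that H2AK119ub1 may take the place of H3K27me3 with age. Of 1796 such promoters, 36.1% (33.9 to 38.3) carried aged H2AK119ub1. Of 1710 promoters with H3K27me3 at both ages, 62.7% (60.4 to 65.0) did, and of 18255 promoters with H3K27me3 at neither age, 7.23% did. In young HSCs the shares were 5.07%, 15.7% and 0.312%. Promoters that lost H3K27me3 thus carried aged H2AK119ub1 less often than those that kept it, and the number with H2AK119ub1 rose from 91 to 648 (7.12-fold) there and from 269 to 1072 (3.99-fold) where H3K27me3 was kept. The rise was 23.1-fold, from 57 to 1319, at promoters with H3K27me3 at neither age, where nothing was to be replaced. Of the 90 promoters with H3K27me3 only in aged HSCs, 18 carried H2AK119ub1 in aged HSCs and 0 in young HSCs. The lower aged share does not decide on a replacement, because the share was already lower there in young HSCs (5.07% against 15.7%). The larger fold where H3K27me3 was lost does not decide it either. Promoters that kept H3K27me3 started at 269 of 1710, so they could not have reached a 7.12-fold rise. The fold was also largest where H3K27me3 was at neither age. A replacement thus cannot be told apart from the general rise, because the classes differed already in young HSCs.

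Aged H2AK119ub1 was present at 1967 promoters without aged H3K27me3. A candidate explanation is unspecific signal at active promoters. Aged H3K4me3 was present at 28.2% (26.3 to 30.2) of these promoters, against 24.5% of all 20051 promoters without aged H3K27me3. The excess is small, but the H3K4me3 list lacks active genes such as Gapdh, so such a signal cannot be told apart from H2AK119ub1 at these promoters.

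The high share of H3K27me3 on chromosome X has technical candidates. Mapping or copy number of X would raise all marks, but young H2AK119ub1 covered X 0.966 times as much as autosomal windows of the same GC share, and H3K4me3 covered it 0.205 times as much in young HSCs. GC content would vanish in that comparison, but H3K27me3 coverage of X was 6.08 times that of the matched windows in young and 7.21 times in aged HSCs. A silenced copy of X in female cells is a candidate explanation. In its favour, 50.7% of the 100 kb windows of X held an aged H3K27me3 region, against 8.08% of matched windows, and 2.63% of the aged regions on X lay at promoters, against 15.6% on the autosomes. The contrasts were smaller in young HSCs, with 51.4% against 18.5% of windows and 2.68% against 10.5% of regions at promoters. The coverage of X by H2AK119ub1, another mark of the silenced X, was 2.28 times the matched value in aged HSCs but not raised in young HSCs. The study's methods name female mice, which such a copy requires, and the labels give no sex. No male library was analysed, so this cannot be told apart from another feature of X.

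H3K4me3 was scarce at promoters of chromosome X. Of 948 genes on X, 64 (6.75%, 5.32 to 8.53) were marked in young HSCs and 28 (2.95%, 2.05 to 4.24) in aged HSCs. The number of CpG dinucleotides at the promoter does not account for this, since X genes were marked 0.251 times as often in young and 0.161 times as often in aged HSCs as autosomal genes with a similar number. If only 1 of 2 copies of X gave signal, the peaks would have a lower height above background, and many would fall below the threshold. Halving the autosomal signal predicted 99.3 marked X genes in young HSCs, above the 64 found, and 32.9 in aged HSCs, close to the 28 found. A single active copy may thus explain the aged number, while in young HSCs it leaves part of the deficit open. The gene content of X was not tested.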
